A study of Mus musculus with 4 samples. Its data were reported in "Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice" (2023).

How the data were processed

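Nuclei were isolated from frozen heart tissue of male mice of the SvEv strain that carried a heterozygous hypertrophic cardiomyopathy variant of the cardiac alpha-myosin heavy chain gene and had received a single dose of an adenine base editor delivered by adeno-associated virus (AAV). Hoechst-positive nuclei were collected by fluorescence-activated cell sorting and their RNA was captured in droplets with unique molecular identifiers (UMIs). The deposited values were the authors' UMI counts per gene and nucleus, as raw whole numbers from the filtered matrices of Cell Ranger, with 27998 genes per library and the mouse build mm10. Whether intronic reads were counted and the strand setting are not given in the sources used here. No gene values normalized by the authors were used, and cell types were named anew because no annotation by the authors was used here.

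Samples were grouped by the dissected region in the labels, as 2 libraries of the left ventricular (LV) apex from mice 1897 and 1898 and 2 libraries of the right ventricle (RV) from mice 1897 and 35. The 4 libraries therefore came from 3 mice, and mouse 1897 contributed to both regions. The 4 matrices held 24247 barcodes and 101838357 UMIs. Nuclei with at least 300 detected genes and at most 5% mitochondrial UMIs were kept, and the 1130 barcodes that the Scrublet implementation of scanpy called as doublets, run on each library, were left out, which left 23014 nuclei. Counts were scaled to 10000 per nucleus and log transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Louvain clustering of the shared-neighbour graph at resolution 1 gave 41 clusters over all libraries, with no batch integration.

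A cluster was named from 16 marker lists. A marker counted as leading where its level in CPM (UMIs scaled to the total of the cluster or library) plus 20 stood at least 1 log2 unit above the mean over clusters. A name needed at least 3 leading markers, at least a share of 0.25 of its own list, and a share under 0.4 of any unrelated list. The 11 clusters under 20 nuclei stayed unnamed. So did 3 clusters like pairs of nuclei, whose median UMI count was at least 1.75 times that of the other nuclei led by the same markers and whose median doublet score was at least 0.08, limits set after the clusters were seen. They led with fibroblast markers in 857 nuclei, with myeloid markers and haemoglobin genes in 262 and with lymphatic markers in 160. Pericyte-like and smooth muscle-like nuclei were joined as mural-like, and every class name below is a likeness to markers.

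For each class with at least 20 nuclei in every library, counts were summed per library and the sums were compared between regions with edgeR's quasi-likelihood test (glmQLFit with robust estimation, TMM normalization, filterByExpr, two-sided). Adjusted p-values are Benjamini-Hochberg values and a gene was called at an adjusted p under 0.05. A positive log2 fold change means a higher level in the LV apex, each fold change is given with its standard error (SE), and levels are CPM as mean ± SD over 2 libraries. The named genes of each class are the 10 largest fold changes in each direction among called genes with a mean of at least 20 CPM in the higher region. Up to 4 members of smallest p are added from each list discussed, together with a few fixed cardiac genes (Myh6, Myh7, Tnnt2, Nppa, Nppb, Hand1, Hand2 and Tbx5). Predicted genes were counted but not named, and a few named genes are not reported here. The 24 gene lists were tested in each class with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, adjusted over lists, where at least 3 members were tested. With an estimated correlation camera draws its p from the few residual degrees of freedom of 4 libraries, so hardly any list could pass it. Shares of nuclei were compared with a two-sided exact permutation test over the 6 assignments of the 4 libraries, whose smallest possible p is 0.333.

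The grouping, the marker lists, the gene lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2, upper-quartile normalization, no filter on low counts, doublets kept, each library clustered on its own, other clustering resolutions, a stricter filter of 500 genes and 1% mitochondrial UMIs, and each library left out in turn. Chosen after seeing the data were limma voom with mouse as a replicate block at an assumed correlation of 0.5, limma voom without it, the naming of the 3 clusters like pairs of nuclei by their leading list, a rule that leaves out called genes at under 10% of their level in another class, and fits without certain clusters. Libraries of the same mouse deviated from their region means with correlations of 0.062 in cardiomyocytes, 0.017 in fibroblasts, 0.036 in endothelial, 0.04 in mural and 0.033 in myeloid nuclei. This pairing comes from the mouse number in the labels and covers 1 mouse. Each library counted as a sample, and the chi-square per degree of freedom of replicate libraries against counting noise ran from 2.17 to 14.6.

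The test was tested on simulated data drawn from the means and library sizes of each class with 200 genes chosen to be changed. Counts were drawn independently per gene at the trended dispersion, with no correlation between genes and no shared mouse, so the rates hold for such data only. Of genes changed by 2-fold it recovered 56.2% among 13925 cardiomyocyte genes, 65.2% among 11857 fibroblast genes, 47.7% among 10008 endothelial genes, 35.8% among 9137 mural genes and 29% among 9524 myeloid genes. Of genes changed by 1.5-fold it recovered 21.2%, 13.6%, 4.5%, 7.6% and 6.2% in that order, and 3.7%, 9.6%, 4.1%, 2.2% and 3.9% of its calls were false. Gene positions are those of GENCODE vM21 on GRCm38, the assembly named mm10, in which 27645 of the 27998 gene identifiers were found. Where a named gene overlaps a protein-coding gene its reads may belong to either, because the strand setting is not known here. Transcripts of the vectors and editing of the target allele were not analysed here. The software was Python 3.11.15, scanpy 1.11.5, scikit-learn 1.9.0, python-igraph 0.11.9, SciPy 1.17.1, NumPy 2.4.6, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.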

Results

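Single-nucleus RNA sequencing profiled the hearts of 3 male mice heterozygous for a hypertrophic cardiomyopathy variant of the cardiac myosin heavy chain. Each mouse had received 1 dose of an AAV-delivered adenine base editor. The study used single-nucleus data of treated mice to measure expression of the editor by cell lineage and cardiac chamber. The labels place the libraries in 2 regions, so gene expression and cell classes were compared here between the LV apex (mice 1897 and 1898) and the RV (mice 1897 and 35), in treated animals only. The LV apex libraries held 24622612 and 26552972 UMIs and the RV libraries 25462497 and 25200276 UMIs. After filtering, 6008 and 5523 nuclei of the LV apex and 6546 and 4937 nuclei of the RV were kept. Their median UMI counts were 2450.5 and 2726 in the LV apex and 2503.5 and 3218 in the RV. Because the LV was sampled at its apex, position within the ventricle and chamber are compared together.

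Ventricular composition was compared first. Cardiomyocyte-like nuclei, the contractile cells, made up 32.2% ± 2.15 of LV apex nuclei and 36.4% ± 5.96 of RV nuclei (SD, n = 2 libraries each). Endothelial-like nuclei, which line the vessels, made up 19.8% ± 2.0 in the LV apex and 10.5% ± 0.641 in the RV, with both LV apex libraries above both RV libraries. Fibroblast-like nuclei, the main source of extracellular matrix, made up 15.2% ± 0.391 in the LV apex and 23.9% ± 0.775 in the RV. Mural-like nuclei (pericytes and smooth muscle) stood at 9.85% ± 0.414 and 8.25% ± 1.34. Myeloid-like nuclei, mainly macrophages, stood at 8.78% ± 2.48 and 8.32% ± 1.55. With 2 libraries per region the two-sided exact permutation test cannot go below p = 0.333, the value of the endothelial, fibroblast and mural shares. Their adjusted p over 10 classes was 0.556, so none passed. The cardiomyocyte share gave p = 0.667 and the myeloid share p = 1.0 in the same exact test. Without the RV library of mouse 1897 the cardiomyocyte difference turned to 0.063 percentage points and the myeloid difference to -0.638. The myeloid difference was -1.298 without the LV apex library of mouse 1898.

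Smaller classes were also measured. Endocardial-like nuclei made up 2.13% ± 0.0449 in the LV apex and 3.31% ± 1.10 in the RV. Mesothelial-like nuclei made up 1.52% ± 0.262 and 2.55% ± 0.629, and neuronal or Schwann-like nuclei 0.149% ± 0.0457 and 0.396% ± 0.131. Each gave p = 0.333 in the exact permutation test (n = 2 each). Lymphoid-like nuclei made up 2.27% ± 1.04 and 1.47% ± 1.04, and lymphatic endothelial-like nuclei 0.648% ± 0.0964 and 0.736% ± 0.134. Both gave an exact permutation p of 0.667, and the lymphatic difference turned to 0.006 percentage points without the RV library of mouse 35. Nuclei were sorted on Hoechst alone, so shares reflect recovery of nuclei from tissue and from that sort. The 3 clusters like pairs of nuclei, kept out of these classes by limits set after seeing the data, held 7.34% and 7.08% of the LV apex nuclei. They held 2.44% and 5.81% of the RV nuclei of mice 1897 and 35.

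**Figure D1:**
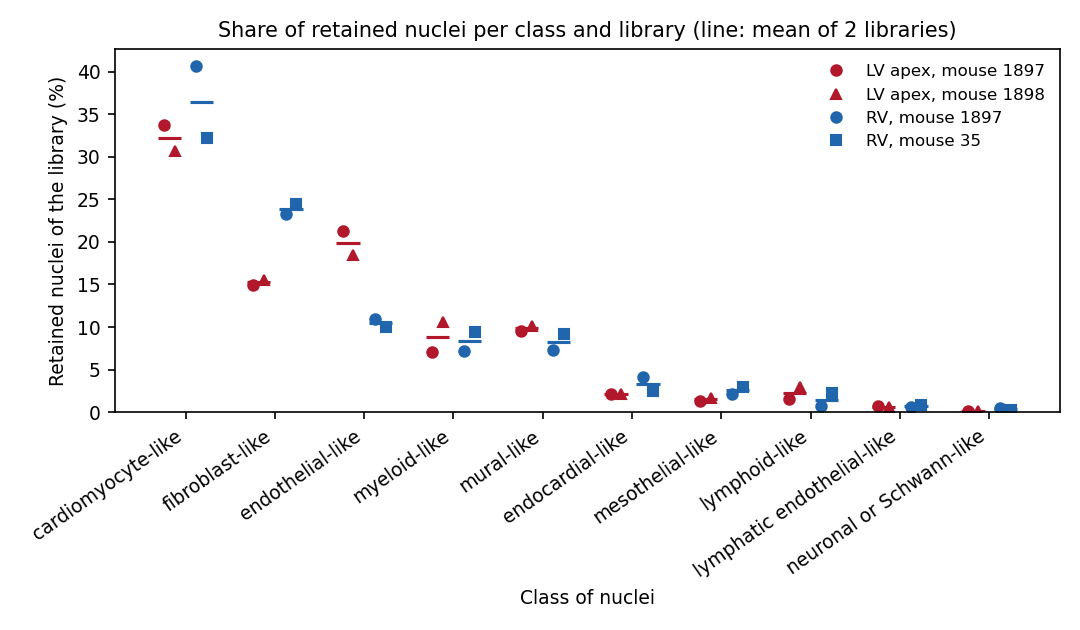
Share of all kept nuclei (percent, vertical axis) in each cell class (horizontal axis) for the LV apex and the RV, with each library as a point and the mean of 2 libraries as a line. Endothelial-like nuclei stood at 19.8% in the LV apex and 10.5% in the RV, and fibroblast-like nuclei at 15.2% and 23.9%.

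In cardiomyocytes, Rims2, a scaffold of vesicle release sites, was 16.0-fold higher in the LV apex (64.7 ± 13.5 against 3.99 ± 0.938 CPM, log2 fold change 4.0, SE 0.219, edgeR adjusted p = 5.07e-05, n = 2 libraries each). Myot, which encodes the Z-disc protein myotilin, rose in the LV apex (198 ± 53.1 against 29.3 ± 1.66 CPM, log2 2.75, SE 0.189, edgeR adjusted p = 0.000164). The taurine transporter Slc6a6 rose as well (142 ± 38.0 against 36.6 CPM, log2 1.95, edgeR adjusted p = 0.000835). Etv1, an ETS transcription factor of fast-conducting myocardium, was higher in the RV (4.39 ± 0.698 against 39.6 ± 7.56 CPM, log2 -3.17, SE 0.206, edgeR adjusted p = 6.28e-05). So was Kcnd2, a potassium channel subunit of the transient outward current, at 1950 ± 15 against 5221 ± 371 CPM (log2 -1.42, SE 0.136, edgeR adjusted p = 0.000823).

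Rims2 (ENSMUSG00000037386) lies on chromosome 15 from 39198261 to 39684372 of mm10. Myot (ENSMUSG00000024471) lies on chromosome 18 from 44334074 to 44355724, Etv1 (ENSMUSG00000004151) on chromosome 12 from 38779380 to 38870484 and Kcnd2 (ENSMUSG00000060882) on chromosome 6 from 21215503 to 21729805. Slc24a2, a sodium/calcium/potassium exchanger, was also named on the LV apex side (272 ± 16.0 against 24.1 ± 10.4 CPM, log2 3.49, edgeR adjusted p = 0.00252). Acta1, the skeletal muscle alpha-actin of the fetal gene program, rose by 3.43 (21.0 ± 11.7 against 1.94 ± 0.0376 CPM, edgeR adjusted p = 0.0129). Masp1, a complement protease, Dct, Fndc9, Cpxm2 and Cyfip2 completed the LV apex genes. In the RV, Slit3, a secreted ligand of Robo receptors, was higher (40.4 ± 0.322 against 198 ± 48.0 CPM, log2 -2.30, edgeR adjusted p = 0.000177). Trps1, Rbms3, Gabrg3, Rgs7, Tmprss13, Stxbp6 and Rp1 were among the other RV genes. Hey2, a Notch-regulated factor of compact myocardium, was higher in the RV (7.40 ± 0.147 against 20.3 ± 0.288 CPM, log2 -1.45, edgeR adjusted p = 0.00333). Acta1, Masp1, Fndc9 and Cyfip2 overlap another gene on the opposite strand and Cpxm2 overlaps Fgfr2 on the same strand, so their values are uncertain. Slit3 stood in cardiomyocytes at 11.6% of its fibroblast level, Trps1 at 4.16% and Rbms3 at 3.79%, and Stxbp6 at 3.06% of its lymphatic endothelial level. Fibroblast markers as a group stood there at 4.89% and 5.33% of their fibroblast level in the LV apex and at 6.33% and 5.85% in the RV.

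Of 14169 genes tested in cardiomyocytes, edgeR called 248, 156 higher in the LV apex and 92 higher in the RV. At an unadjusted p under 0.05 there were 1845 genes, where chance gives 708.5. The class sums held from 13263269 to 15572797 UMIs per library and the common biological coefficient of variation was 14.4%. In fits without a library, the lone library was assumed to vary like the 2 of the other region. The count was 373 without the LV apex of mouse 1897, 1098 without the RV of mouse 1897, 91 without the LV apex of mouse 1898 and 925 without the RV of mouse 35. Of the 20 named genes, 16 kept their call in each of these fits. Without the LV apex library of mouse 1898 the call was lost for Slc24a2 (adjusted p = 0.0611), Cpxm2 (0.0618) and Stxbp6 (0.0947). Rp1 (edgeR adjusted p = 0.0489) lost it without either LV apex library, with an adjusted p of up to 0.782. With all libraries Acta1 lost it with limma voom without a block (adjusted p = 0.12). Rp1 lost it with limma voom with a block (adjusted p = 0.0667) and without one (0.151). Under the stricter filter of nuclei Rp1 lost its edgeR call as well (adjusted p = 0.0512).

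The cardiac alpha-myosin Myh6 stood at 4192 ± 698 CPM in the LV apex and 4273 ± 312 CPM in the RV (log2 -0.03, SE 0.153, edgeR adjusted p = 0.966). The mouse gene Tnnt2 stood at 1714 ± 94.1 and 1723 ± 92.0 CPM (log2 -0.01, edgeR adjusted p = 0.99). The editor was driven by the chicken promoter of this gene, so these values do not measure expression of the editor. Myh7, the beta-myosin that increases in hypertrophy, stood at 457 ± 119 and 275 ± 1.35 CPM (log2 0.73, SE 0.173, edgeR adjusted p = 0.068). With all libraries Myh7 was called by DESeq2 (adjusted p = 0.0046), by edgeR without a filter on low counts (3.56e-05) and by limma voom with mouse as a block (0.0456), and the other alternatives reached up to 0.0793. With a library left out, edgeR called it without the LV apex of mouse 1897 (0.00457), the RV of mouse 1897 (0.000347) or the RV of mouse 35 (0.00024), and not without the LV apex of mouse 1898 (0.652). The natriuretic peptide genes varied between replicates and were not called. Nppa stood at 71.5 ± 36.4 against 10.6 ± 10.1 CPM (log2 2.78, SE 1.09, edgeR adjusted p = 0.512) and Nppb at 97.2 ± 38.6 against 33.6 ± 34.6 CPM (log2 1.54, edgeR adjusted p = 0.738). Both were called by edgeR without the RV library of mouse 1897 (Nppa log2 2.01, 2.34e-25; Nppb log2 0.74, 0.000206) or of mouse 35 (Nppa log2 4.38, 1.19e-76; Nppb log2 3.41, 1.59e-61), fits in which the RV library that remained had no replicate. The chamber transcription factors Hand2 (log2 0.42, edgeR adjusted p = 0.549) and Tbx5 (log2 -0.36, edgeR adjusted p = 0.428) were not called either. Hand2 was called without the RV library of mouse 1897 (edgeR adjusted p = 2.89e-06) and Tbx5 without that of mouse 35 (0.00449), and Hand1 did not pass the filter on low counts.

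Gene lists in cardiomyocytes were called by camera in 9 of 23 cases, and 0 were called with an estimated correlation, where 2 had an unadjusted p under 0.05, or by fry, where 3 did. Toward the LV apex, 28 sarcomere genes had a median log2 fold change of 0.22 (camera adjusted p = 8.58e-05, adjusted p = 0.574 with an estimated correlation). Of these Acta1 rose over all genes, and 6 rose adjusted over the list alone. The 27 hypertrophic remodeling genes had a median of 0.29 (camera adjusted p = 0.000206, adjusted p = 0.571 with an estimated correlation). In that list Acta1 rose and Ces1d, a carboxylesterase of lipid metabolism, fell by 1.56, and 8 rose and 1 fell adjusted over the list alone. The 17 immediate early and heat shock genes had a median of 0.59 (camera adjusted p = 8.66e-06, adjusted p = 0.504 with an estimated correlation). The stress-induced factors Jun (81.7 ± 2.48 against 40.9 ± 1.14 CPM, log2 1.0) and Atf3 (log2 1.74) rose over all genes, and 7 members rose adjusted over the list alone. The call of Atf3 (edgeR adjusted p = 0.0496) was lost with upper-quartile normalization (0.0533), limma voom without a block (0.0757), doublets kept (0.052) and without the LV apex library of mouse 1898 (0.462).

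Of 23 interferon response genes 0 passed over all genes by edgeR and 4 did adjusted over the list alone, at a median of 0.59 (camera adjusted p = 4.41e-05, adjusted p = 0.571 with an estimated correlation). Of 15 antigen presentation genes 0 passed either way in cardiomyocytes, at a median of 0.62 (camera adjusted p = 0.0116, adjusted p = 0.674 with an estimated correlation). That call was lost without the RV library of mouse 1897 (0.228) or the LV apex library of mouse 1898 (0.333). Endothelial markers stood in cardiomyocytes at 221 and 197 CPM in the LV apex and at 121 and 145 CPM in the RV, so endothelial RNA is not excluded for either list. Of 6 atrial genes Clu, a secreted chaperone, rose by 1.07 and was the 1 that passed adjusted over the list alone (camera adjusted p = 0.0182, adjusted p = 0.507 with an estimated correlation). The atrial call was lost at 0.0514 without the LV apex library of mouse 1898, as was that of Clu (0.0862).

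Toward the RV, 3 lists moved in cardiomyocytes. Of 24 ion channel and conduction genes, Kcnd2 and the T-type calcium channel Cacna1g (8.47 against 18.5 CPM, log2 -1.13) were higher in the RV. So was Cntn2, a Purkinje cell adhesion molecule at 1 and 3 counts in the LV apex against 23 and 19 in the RV. The list had a median of -0.24, with 7 higher in the RV and 1 in the LV apex adjusted over the list alone (camera adjusted p = 7.37e-05, adjusted p = 0.504 with an estimated correlation). Of 29 fatty acid oxidation genes, the beta-oxidation enzymes Acaa2 (44.0 against 121 ± 43.5 CPM, log2 -1.46), Decr1 and Hadh were higher in the RV. Its median was -0.27, with 7 adjusted over the list alone (camera adjusted p = 1.87e-05, adjusted p = 0.504 with an estimated correlation). Of 13 mitochondrially encoded genes mt-Atp6, at 7.49% of its endothelial level, was higher in the RV (log2 -0.63), and 6 were adjusted over the list alone. Their median was -0.55 (camera adjusted p = 9.97e-06, adjusted p = 0.504 with an estimated correlation). Together they stood in cardiomyocytes at 514 and 366 CPM in the LV apex and 656 and 546 CPM in the RV. In endothelial nuclei they stood at 4304 to 7325 CPM, so RNA from outside the cardiomyocyte nuclei is not excluded for this list. Calls of Cacna1g (adjusted p = 0.128), Cntn2 (0.17), Acaa2, Decr1, Hadh (each 0.236) and mt-Atp6 (0.497) were lost without the LV apex library of mouse 1898. Those of Cntn2 (0.188), Acaa2 (0.067), Hadh (0.0899) and mt-Atp6 (0.085) were also lost without that of mouse 1897. With all libraries Cntn2 lost its call with upper-quartile normalization (0.0513) and limma voom without a block (0.0502), and Hadh (0.0514) and mt-Atp6 (0.0757) with doublets kept. Calcium handling (19 genes, camera adjusted p = 0.929), nuclear-encoded respiratory genes (28 genes, 0.968) and chamber identity (17 genes, 0.187) were not called. Neither were glycolysis (22 genes, 0.929, with Pfkp higher in the LV apex and Pfkfb1 in the RV) and the DNA damage response (22 genes, 0.221, with Btg2 higher in the LV apex at log2 1.23).

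In fibroblasts, Postn, the periostin gene of activated fibroblasts, stood at 52.2 ± 23.2 CPM in the LV apex and 9.24 ± 2.78 CPM in the RV (log2 2.50, SE 0.34, edgeR adjusted p = 0.00186, n = 2 libraries each). Meox1, a transcription factor of fibroblast activation, was also higher in the LV apex (39.8 against 8.60 CPM, log2 2.20, edgeR adjusted p = 0.00441). So was the connective tissue growth factor Ctgf (84.0 ± 5.65 against 40.4 ± 10.6 CPM, log2 1.05, SE 0.206, edgeR adjusted p = 0.0217). Chrm3, a muscarinic acetylcholine receptor, was higher in the RV (84.5 ± 30.3 against 358 ± 0.965 CPM, log2 -2.09, SE 0.193, edgeR adjusted p = 0.000112). The fibroblast growth factor Fgf10 was higher there too (87.3 ± 22.6 against 286 ± 4.58 CPM, log2 -1.72, SE 0.168, edgeR adjusted p = 0.000112).

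Postn (ENSMUSG00000027750) lies on chromosome 3 from 54361109 to 54391037 and Hmcn2 (ENSMUSG00000055632) on chromosome 2 from 31314415 to 31460738. Fgf10 (ENSMUSG00000021732) lies on chromosome 13 from 118669791 to 118792115 and Chrm3 (ENSMUSG00000046159) on chromosome 13 from 9875486 to 10360847. Hmcn2, a hemicentin of the matrix, rose by 2.23 (245 ± 44.4 against 52.2 ± 14.4 CPM, edgeR adjusted p = 5.65e-05). The other named genes of the LV apex included Ltbp2, which binds matrix fibrils (log2 2.30), Synpo, Tmem108, Bhlhe40, Lhfpl2 and Nppa. Those of the RV included Hpse2 (7.44 against 45.5 CPM, log2 -2.59), Fst, the activin antagonist follistatin (8.12 against 36.7 CPM, log2 -2.21), and Aox3, an aldehyde oxidase (log2 -2.02). Brinp3, St6galnac5, Shisa9, Fam150b and Ntrk2 completed the RV genes. Nppa gave 94 UMIs in LV apex and 14 in RV fibroblasts, a ratio per UMI of 10.6 (95% interval 6.04 to 20.2 for counting error). Cardiomyocyte markers stood in fibroblasts at 2.23% to 3.31% of their cardiomyocyte level. Tmem108 stood at 1.14% of its endocardial level and Timp4 at 5.19% of its endothelial level, and St6galnac5 and Fam150b overlap other genes on the opposite strand. The direction of Tmem108 turned, to log2 -0.495, with the clusters like pairs of nuclei named.

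Of 12127 genes tested in fibroblasts edgeR called 113, 50 higher in the LV apex and 63 in the RV. At an unadjusted p under 0.05 there were 1298 genes, where chance gives 606.4, from sums of 1916001 to 3277002 UMIs. Clusters within the class differed between regions. Cluster 4, led by genes including Hmcn2, held 45.3% and 50.4% of LV apex fibroblasts against 19.2% and 32.9% in the RV. Cluster 9, led by genes including Fgf10 and Aox3, held 8.12% and 5.02% against 28.0% and 22.7%. Cluster 12 has Brinp3 among its leading genes and cluster 14 Aox3 and Slit3. In clusters 4 and 6 alone, which hold at least 15% of the fibroblasts of every library, edgeR called 73 genes, 52 of them among the 113. Of the 110 genes of that set tested there, 0 changed sign. The count was 19 with each library clustered on its own (6 higher in the LV apex and 13 in the RV) and 387 (229 and 158) with the 857 nuclei of the fibroblast cluster like pairs of nuclei included. Without a library it was 383 (LV apex of mouse 1897), 385 (RV of mouse 1897), 81 (LV apex of mouse 1898) and 212 (RV of mouse 35). Fam150b lost its call without the LV apex of mouse 1898 (adjusted p = 0.074) and Ntrk2 without the RV of mouse 35 (0.12). With each library clustered on its own, Nppa, Ltbp2, Meox1, Synpo, Tmem108, Bhlhe40, St6galnac5, Fam150b, Fst, Ntrk2 and Igfbp3 lost their calls. So did Ctgf (adjusted p = 0.197), Pi16 (0.154), C3 (0.182) and Timp4 (0.604). Ctgf also lost it with the clusters like pairs of nuclei named (0.055), C3 under the stricter filter of nuclei (0.0675) and Timp4 with DESeq2 (0.0659).

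By list, fibrogenic matrix genes in fibroblasts were called toward the LV apex by camera at the preset correlation. Of 32 members 6 rose and 0 fell by edgeR over all genes, and 8 rose and 3 fell adjusted over the list alone. The list had a median of 0.24 (camera adjusted p = 1.35e-05, adjusted p = 0.371 with an estimated correlation). Of 16 resting fibroblast genes 4 were higher in the RV, among them Igfbp3, an insulin-like growth factor binding protein (14.9 ± 9.46 against 52.4 ± 2.37 CPM, log2 -1.84), and the complement gene C3 (49.8 against 95.7 CPM, log2 -0.94). Pi16, a protease inhibitor gene of adventitial fibroblasts, rose in the LV apex (197 ± 17.0 against 111 ± 15 CPM, log2 0.83). That list had a median of -0.45, with 9 higher in the RV and 3 in the LV apex adjusted over the list alone (camera adjusted p = 1.35e-05, adjusted p = 0.371 with an estimated correlation). The 18 immediate early and heat shock genes had a median of 0.29, with 0 over all genes by edgeR and 1 adjusted over the list alone (camera adjusted p = 0.00568, adjusted p = 0.371 with an estimated correlation). That call was lost at 0.118 without the RV library of mouse 35. The atrial (6 genes, camera adjusted p = 0.00582) and hypertrophic remodeling (25 genes, 0.000668) lists each held Nppa as their called member. Both stood at an adjusted p of 0.371 with an estimated correlation.

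Chamber identity (9 genes, led by Fgf10, camera adjusted p = 0.0183), capillary (10 genes, with the metalloproteinase inhibitor Timp4 higher in the LV apex, 0.0434) and arterial genes (5 genes, 0.0434) were called by camera in fibroblasts. They stood at adjusted p-values of 0.742, 0.854 and 0.511 with an estimated correlation. The identity call was lost without the LV apex of mouse 1898 (0.283). The capillary call was lost without the LV apex of mouse 1897 (0.936) or the RV of mouse 35 (0.31), and the arterial call in each of the 4 fits without a library. Timp4 lost its own call without the LV apex of mouse 1898 (0.0797) or the RV of mouse 35 (0.113).

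**Figure D2:**
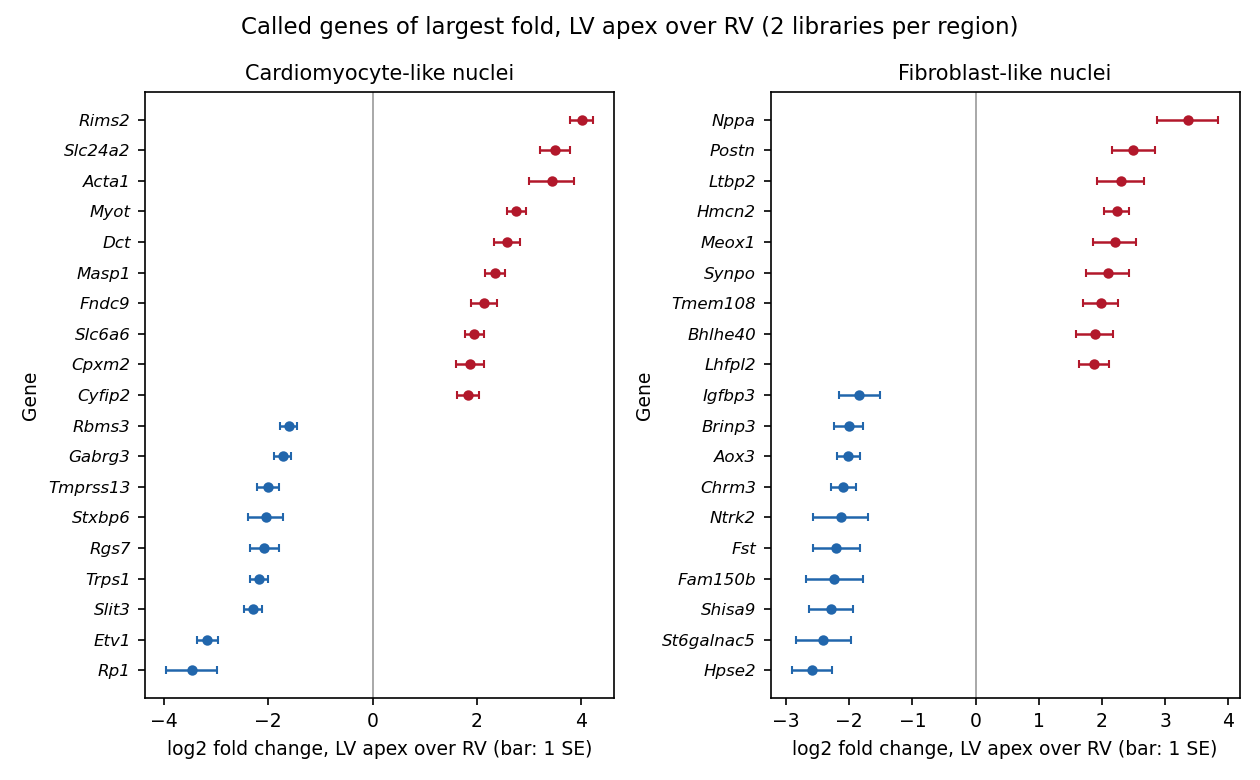
Log2 fold change of LV apex over RV (horizontal axis) with its SE for the named genes (vertical axis) of cardiomyocyte-like and fibroblast-like nuclei, from edgeR on 2 libraries per region. Rims2 (4.0) and Rp1 (-3.47) lie at the ends in cardiomyocytes, and Nppa (3.36) and Hpse2 (-2.59) in fibroblasts.

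In endothelial nuclei, Sntb1, a syntrophin of the dystrophin complex, stood at 141 ± 31.2 CPM in the LV apex and 30.2 ± 6.48 CPM in the RV (log2 2.21, SE 0.251, edgeR adjusted p = 1.54e-05, n = 2 libraries each). Sema3a, a secreted guidance cue, was higher in the LV apex (83.6 ± 6.62 against 21.4 ± 1.05 CPM, log2 1.96, SE 0.288, edgeR adjusted p = 0.000441). So was Igfbp5, a binding protein of insulin-like growth factors (140 ± 21.1 against 56.4 ± 4.35 CPM, log2 1.31, SE 0.213, edgeR adjusted p = 0.00145). Tgfbr3, the transforming growth factor co-receptor betaglycan, was higher in the RV (130 ± 19.8 against 293 ± 10.4 CPM, log2 -1.17, SE 0.157, edgeR adjusted p = 0.000207). Car4, a carbonic anhydrase of capillaries, was higher there as well (152 ± 15.9 against 260 ± 41.4 CPM, log2 -0.77, edgeR adjusted p = 0.02).

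Sntb1 (ENSMUSG00000060429) lies on chromosome 15 from 55636388 to 55906949 and Sema3a (ENSMUSG00000028883) on chromosome 5 from 13125414 to 13602565. Tgfbr3 (ENSMUSG00000029287) lies on chromosome 5 from 107106570 to 107289629 and Igfbp5 (ENSMUSG00000026185) on chromosome 1 from 72857932 to 72874884. The positional factor Hoxb3 (ENSMUSG00000048763, chromosome 11, 96323326 to 96347930) stood at 3.11 ± 1.80 CPM in the LV apex and 26.5 ± 2.09 CPM in the RV (log2 -3.03, SE 0.582, edgeR adjusted p = 0.0137). Hoxaas3, an antisense transcript over the Hoxa genes whose value is uncertain, went the same way (log2 -3.48). Aqp7, a glycerol channel, was higher in the RV (99.7 ± 6.90 against 181 ± 16.8 CPM, log2 -0.86, edgeR adjusted p = 0.019). Nppa gave 157 UMIs in the LV apex and 4 in the RV, a ratio of 20.2 (95% interval 7.75 to 75.2 for counting error, edgeR adjusted p = 0.000297). Cardiomyocyte markers stood in endothelial nuclei at 4.43% to 6.15% of their cardiomyocyte level. The other named genes were Alk, Chn1, Zbtb7c, Ramp3, Robo2 and D5Ertd615e of the LV apex and Pbld2, Slit3, Sulf1, Mylip, Palld and Rnf220 of the RV. Slit3 stood at 2.38% of its fibroblast level, Chn1 at 4.26% of its mural level, Palld at 6.67% of its cardiomyocyte level, and Sulf1 and Zbtb7c at 7.06% and 9.02% of their mesothelial levels.

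Of 10303 genes tested in endothelial nuclei edgeR called 33, 18 higher in the LV apex and 15 in the RV, and DESeq2 called 13, without Car4 (0.29) and Aqp7 (0.281). At an unadjusted p under 0.05 there were 735 genes, where chance gives 515.1, from sums of 864301 to 1845533 UMIs. Cluster 16, with Efnb2 among its leading genes, held 7.13% and 6.78% of LV apex endothelial nuclei against 11.2% and 12.9% in the RV. The shares of the other endothelial clusters overlapped between regions. The edgeR count was 68 without the LV apex of mouse 1897, 252 without the RV of mouse 1897, 21 without the LV apex of mouse 1898 and 86 without the RV of mouse 35. Of the 20 named genes 9 kept their call with each library left out. Without the LV apex of mouse 1898 it was lost for Chn1, Ramp3, Hoxaas3, Hoxb3 (adjusted p = 0.181), Slit3, Mylip and Aqp7. Without that of mouse 1897 it was lost for Alk, Chn1, Palld, Rnf220 and Aqp7 (0.128), and also for Car4 (0.187). Without the RV of mouse 1897 it was lost for Hoxaas3 and Slit3, and without that of mouse 35 for Robo2 and Car4 (0.0762).

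By list, the 29 interferon response genes tested in endothelial nuclei had a median of 0.71, toward the LV apex (camera adjusted p = 7.69e-06, adjusted p = 0.882 with an estimated correlation). Of these edgeR called 0, over all genes or adjusted over the list alone. Without the LV apex library of mouse 1898 the list turned to the RV (camera adjusted p = 0.446). The list of 13 mitochondrially encoded genes had a median of -0.44, toward the RV (camera adjusted p = 2.16e-05, adjusted p = 0.882 with an estimated correlation). By edgeR 0 of them passed over all genes and 2 did adjusted over the list alone. This list turned without the RV library of mouse 1897. Over all kept nuclei the median mitochondrial share was 0.0876% and 0.0631% in the LV apex of mice 1897 and 1898. It was 0.0984% and 0.0794% in the RV of mice 1897 and 35, so RNA from outside the nuclei is not excluded for this list in any class. Hypertrophic remodeling (23 genes, camera adjusted p = 0.000787), atrial (5 genes, 0.00922) and immediate early genes (14 genes, 0.0168) moved toward the LV apex and nuclear-encoded respiratory genes (28 genes, 0.00773) toward the RV. Each stood at an adjusted p of 0.882 with an estimated correlation. The remodeling and atrial lists both hold Nppa, called in this class. Their means (0.493 and 0.929) stood above their medians (0.207 each). Without the RV library of mouse 35 the remodeling (0.335), atrial (0.229) and immediate early (0.0707) calls were lost. The atrial (0.117) and respiratory (0.346) calls were lost without the LV apex of mouse 1898, and the respiratory call without the RV of mouse 1897 (0.742).

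In mural nuclei, Zmat4, a zinc finger gene, stood at 190 ± 15.7 CPM in the LV apex and 53.3 ± 8.75 CPM in the RV (log2 1.84, SE 0.224, edgeR adjusted p = 8.48e-07, n = 2 libraries each). Creb5, a cyclic AMP response factor, was also higher in the LV apex (297 ± 21.7 against 142 ± 16.9 CPM, log2 1.08, edgeR adjusted p = 0.000193). Igfbp5 was higher in the RV (64.6 ± 1.94 against 181 ± 40.8 CPM, log2 -1.49, SE 0.219, edgeR adjusted p = 4.26e-05), the opposite of its direction in endothelial nuclei. Gna14, a G protein alpha subunit (log2 -1.51, edgeR adjusted p = 0.000114), was higher in the RV. So was Gata4, the cardiac transcription factor (203 ± 7.23 against 339 ± 45.3 CPM, log2 -0.74, edgeR adjusted p = 0.0154).

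Zmat4 (ENSMUSG00000037492) lies on chromosome 8 from 23636019 to 24156585 and Gata4 (ENSMUSG00000021944) on chromosome 14 from 63198922 to 63271692. The cation channel gene Trpc6 rose in the LV apex (69.7 against 22.4 CPM, log2 1.65, edgeR adjusted p = 0.00719). The other named genes of the LV apex were Pvt1, Xaf1, Pitpnc1, Eya4, Pde10a, Map3k5 and Grik2. Those of the RV were Igf1, Kcnd2, Auts2, Dapk2, Mamdc2, Meg3 and Ltbp1. Kcnd2 stood at 1.60% of its mesothelial level and the growth factor Igf1 (15.3 ± 7.17 against 60.8 ± 38.9 CPM) at 12.0% of its myeloid level. Fibroblast markers as a group stood in mural nuclei at 44.8% and 47.0% of their fibroblast level in the LV apex. In the RV of mice 1897 and 35 they stood at 43.7% and 32.5%, so fibroblast RNA is not excluded for the named mural genes. Pde10a overlaps a predicted gene on the opposite strand.

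Of 9493 genes tested in mural nuclei edgeR called 27, 16 higher in the LV apex and 11 in the RV, and DESeq2 called 10, without Gata4 (0.0611). At an unadjusted p under 0.05 there were 667 genes, where chance gives 474.7, from sums of 862548 to 1182080 UMIs. The edgeR count was 10 without the LV apex of mouse 1897, 123 without the RV of mouse 1897, 13 without the LV apex of mouse 1898 and 39 without the RV of mouse 35. Pvt1, Zmat4, Creb5, Gna14, Igfbp5 and Auts2 were the 6 of 20 named genes that kept their call in each of these fits. The other named genes each lost it without at least 1 LV apex library, Gata4 (up to 0.535) and Xaf1 (up to 0.916) without either. Without the RV of mouse 35 it was lost for Gata4 (0.11), Xaf1 (0.128), Trpc6 (0.0722), Eya4 (0.0884), Igf1 (0.619), Dapk2 (0.707), Meg3 (0.239) and Ltbp1 (0.203), and without the RV of mouse 1897 for Pde10a (0.065).

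Hypertrophic remodeling (22 genes, with the anchoring gene Ank2 called, camera adjusted p = 0.00799), interferon response (17 genes, with Xaf1 called, 0.013) and immediate early genes (8 genes, 0.013) moved toward the LV apex in mural nuclei. Ion channels (7 genes, with Kcnd2 called, 0.0384) and fatty acid oxidation genes (23 genes, 0.0495) moved toward the RV. Each stood at an adjusted p of 0.475 with an estimated correlation. Adjusted over the list alone, 3 hypertrophic remodeling genes rose and 1 fell, and 1 interferon gene rose. Ank2 lost its call without the LV apex of mouse 1897 (0.22) or of mouse 1898 (0.624). Without the RV library of mouse 1897 the interferon (0.547), ion channel (0.477) and fatty acid (0.486) calls were lost. Without the LV apex library of mouse 1898 the interferon (0.689), immediate early (0.101), ion channel (0.0841) and fatty acid (0.116) calls were lost, the last also without the LV apex of mouse 1897 (0.128).

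**Figure D3:**
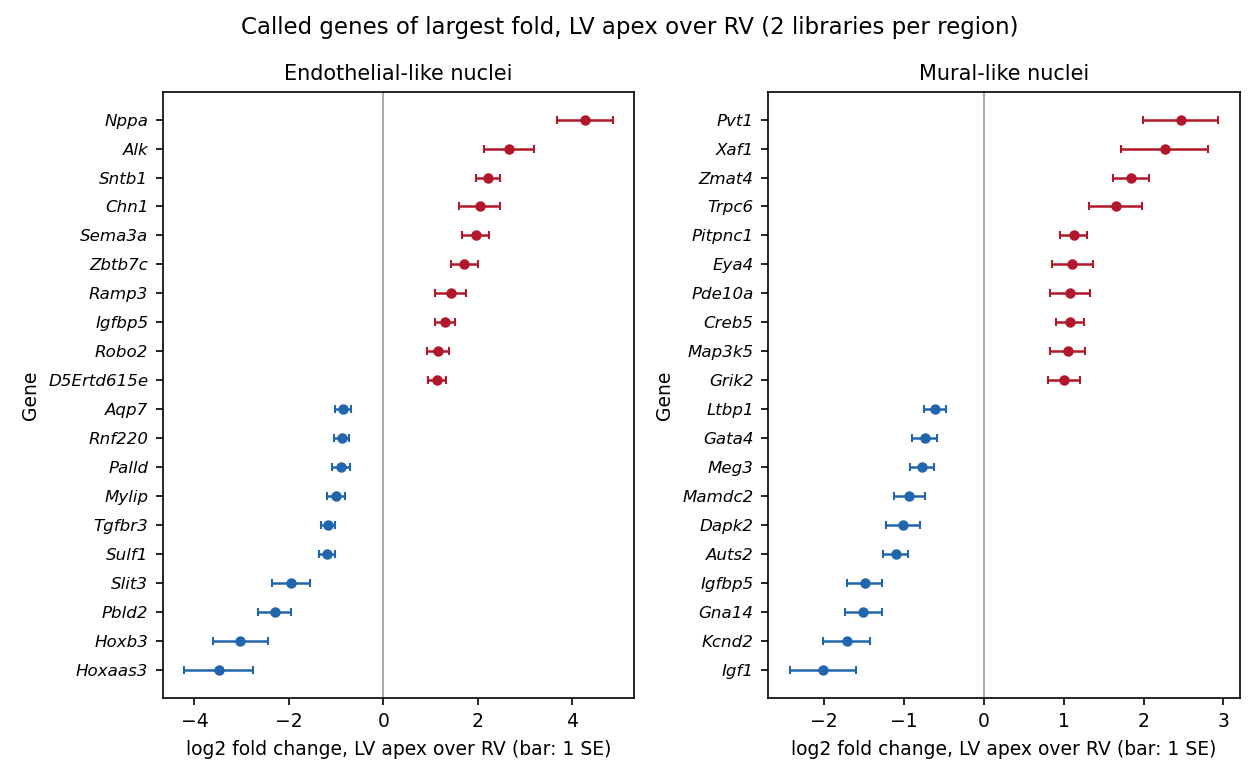
Log2 fold change of LV apex over RV (horizontal axis) with its SE for the named genes (vertical axis) of endothelial-like and mural-like nuclei, from edgeR on 2 libraries per region. Igfbp5 lies to the right in endothelial nuclei (1.31) and to the left in mural nuclei (-1.49).

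In myeloid nuclei, Top2a, the topoisomerase of dividing cells, stood at 58.1 ± 3.21 CPM in the LV apex and 4.78 ± 3.37 CPM in the RV (log2 3.64, SE 0.475, edgeR adjusted p = 0.00453, n = 2 libraries each). Fn1, the matrix protein fibronectin, was higher in the RV (2.72 ± 2.73 against 43.1 ± 0.172 CPM, log2 -4.11, SE 0.588, edgeR adjusted p = 0.00727). So was the cytokine gene Tslp (37.4 ± 2.89 against 135 ± 25.6 CPM, log2 -1.86, SE 0.252, edgeR adjusted p = 0.00494). Col14a1, a fibril-associated collagen (90.6 against 28.9 CPM, log2 1.63), Lpcat2 and Nav2 rose in the LV apex, each at an edgeR adjusted p of 0.0435. At the same value Kcnq1, a potassium channel (22.6 against 73.9 CPM, log2 -1.69), Gpr155 and Naaladl2 were higher in the RV. Nppa was called (edgeR adjusted p = 0.0344) on 52 UMIs in the LV apex and 1 in the RV, a ratio of 55.4 with a counting interval from 9.52 to 2231. Cardiomyocyte markers stood in myeloid nuclei at 2.0% to 3.20% of their cardiomyocyte level. Fibroblast markers stood there at 6.74% to 7.86% of their fibroblast level, so fibroblast RNA is not excluded for Col14a1, Fn1 or the fibrogenic matrix list. Top2a (ENSMUSG00000020914) lies on chromosome 11 from 98992943 to 99024189, Fn1 (ENSMUSG00000026193) on chromosome 1 from 71585520 to 71653200 and Tslp (ENSMUSG00000024379) on chromosome 18 from 32815383 to 32819797. Lpcat2 overlaps Capns2 on the same strand.

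Of 9899 genes tested in myeloid nuclei edgeR called 11, 5 higher in the LV apex and 6 in the RV, and limma voom without a block called 4. At an unadjusted p under 0.05 there were 677 genes, where chance gives 495, from sums of 861301 to 1294528 UMIs. The macrophage cluster led by F13a1, Mrc1 and Cd163 held 56.6% and 55.5% of LV apex myeloid nuclei and 77.6% and 68.0% of RV ones. The cluster led by Adgre1 and H2-Eb1 held 43.1% and 41.1% against 22.4% and 29.0%. Of the 10 named genes 0 kept their edgeR call in every alternative, where Tslp reached an adjusted p of 0.0695, Top2a 0.0827 and Fn1 0.261. The count was 1 with the clusters like pairs of nuclei named and 5 with each library clustered on its own. Without the LV apex of mouse 1897 it was 74, without the RV of mouse 1897 it was 224, without the LV apex of mouse 1898 it was 16 and without the RV of mouse 35 it was 87. Nppa (0.377), Col14a1 (0.06), Nav2 and Gpr155 (both 0.137) lost their call without the LV apex of mouse 1898.

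Of 23 interferon response genes edgeR called 0 in myeloid nuclei, over all genes or adjusted over the list alone. The list moved toward the LV apex at a median of 0.59 (camera adjusted p = 1.03e-05, adjusted p = 0.756 with an estimated correlation), and its call was lost without the LV apex library of mouse 1898 (0.904). The 17 antigen presentation genes had a median of 0.44, with 0 by edgeR over all genes and 3 adjusted over the list alone (camera adjusted p = 0.000452, adjusted p = 0.756 with an estimated correlation). They turned to the RV without the LV apex library of mouse 1898 (0.904), and their call was lost without the RV of mouse 1897 (0.207). The mitochondrially encoded list moved toward the RV (0.0402, adjusted p = 0.847 with an estimated correlation), turned without the LV apex of mouse 1898 (0.949) and was lost without the RV of mouse 1897 (0.377). Sarcomere (22 genes, camera adjusted p = 9.71e-05), fibrogenic matrix (17 genes, with Col14a1 higher in the LV apex and Fn1 in the RV, 0.016) and hypertrophic remodeling genes (18 genes, 0.0462) moved toward the LV apex. Each stood at an adjusted p of 0.756 with an estimated correlation. Cardiomyocyte markers stood in myeloid nuclei at 1682 and 1327 CPM in the LV apex of mice 1897 and 1898 and at 1439 and 1004 CPM in the RV of mice 1897 and 35, so cardiomyocyte RNA is not excluded for the sarcomere list. The matrix (0.0931) and remodeling (0.12) calls were lost without the LV apex of mouse 1897. The matrix call was also lost without the RV of mouse 1897 (0.255), and the remodeling call without the LV apex of mouse 1898 (0.0547) or the RV of mouse 35 (0.495).

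**Figure D4:**
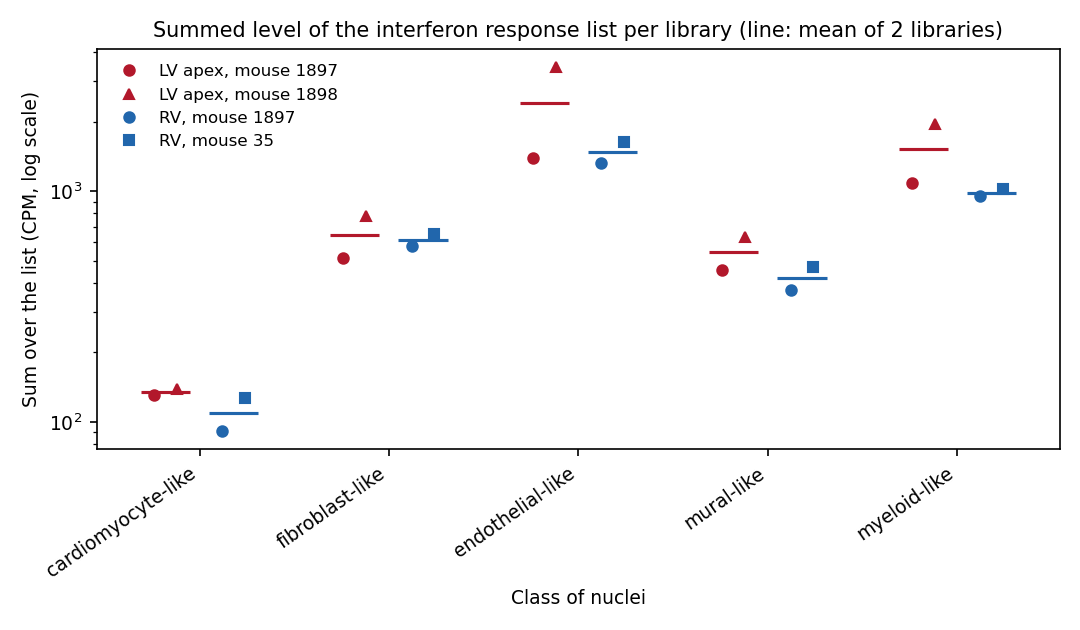
Summed level of the interferon response genes (CPM, vertical axis) in each cell class (horizontal axis) for each of the 4 libraries. In endothelial nuclei the LV apex library of mouse 1898 stands at 3432 CPM and the other 3 libraries lie from 1320 to 1634 CPM.

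In the smaller classes, endocardial nuclei gave 4 called genes of 6450 tested by edgeR, with 400 at an unadjusted p under 0.05. Nrg1, the neuregulin ligand of the endocardium, was higher in the LV apex (2275 ± 420 against 932 ± 217 CPM, log2 1.29, edgeR adjusted p = 0.0471, n = 2 libraries each). The adhesion gene Kirrel3 was higher there too (464 against 181 CPM, log2 1.37, edgeR adjusted p = 0.0471), and Slit3 was higher in the RV (67.6 against 325 CPM, log2 -2.27, edgeR adjusted p = 0.0471). D5Ertd615e gave 75 UMIs in the LV apex and 3 in the RV, a ratio of 31.8 with a counting interval from 10.5 to 158 (edgeR adjusted p = 0.0331). Mesothelial nuclei gave 0 called genes of 6884 by edgeR with 456 at an unadjusted p under 0.05, and lymphoid nuclei 0 of 5383 with 174. No other tool was run on genes of these classes. In endocardial nuclei camera called 8 of 23 lists toward the LV apex, among them interferon response (16 genes, median 0.66, camera adjusted p = 0.00735, adjusted p = 0.637 with an estimated correlation). The fibrogenic matrix list (17 genes, median 0.23, camera adjusted p = 0.0176, adjusted p = 0.495 with an estimated correlation) was the 1 list also called by fry (limma, adjusted p = 0.0417). Lists of other cell types moved with it, namely resting fibroblast (8 genes, median 0.57, camera adjusted p = 0.0202), sarcomere (20 genes, median 0.29, 0.00863) and atrial genes (3 genes, median 0.93, 0.00242), each lost with an estimated correlation (adjusted p from 0.495 to 0.637). In mesothelial nuclei camera called 2 lists. The 19 fibrogenic matrix genes tested had a median of 0.56, toward the LV apex, and 2 passed adjusted over the list alone (camera adjusted p = 4.22e-05, adjusted p = 0.81 with an estimated correlation). The 24 nuclear-encoded respiratory genes had a median of -0.396, toward the RV. With an estimated correlation 0 lists were called there.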

Values the study reported

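The study reported AAV-encoded transcripts in 55% ± 14% of LV cardiomyocytes and 41% ± 10% of RV cardiomyocytes, and a mean of 2.1% ± 1.7% in other LV lineages. Editing of the target transcript was given as 81% ± 8% in LV RNA and 61% ± 19% in RV RNA. These values came from amplified Myh6 transcripts of mice of both sexes. The study reported that the LV and RV means were not significantly different. Cardiomyocytes were described as about 25% of all cardiac cells in these mice.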

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

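The 3 tests on Nppa and the 2 tests on interferon response genes were chosen after these results had been seen. 5 genes were called in opposite directions in 2 cell classes, and the difference between the classes was tested by edgeR as an interaction in a model with library as a factor. The genes were singled out because their calls were opposite, so these p-values are no independent test of it. Igfbp5 was higher in the LV apex in endothelial nuclei (log2 1.31) and in the RV in mural nuclei (log2 -1.49), with an adjusted p of 1.43e-16 for the difference (edgeR). Nkain2 stood at log2 0.78 in cardiomyocytes and -1.36 in fibroblasts (edgeR, 1.66e-07). Dlg2 stood at 1.21 and -0.68 in those classes (4.25e-06) and Astn2 at 0.87 and -0.78 (7.55e-06). Slc16a12 stood at -1.47 in cardiomyocytes and 0.83 in mural nuclei (edgeR, 3.18e-05). In cardiomyocytes Nkain2 stood at 4.65% of its level in another class, Slc16a12 at 5.06% and Dlg2 at 5.2%.

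Nppa was called higher in the LV apex in fibroblast, endothelial and myeloid nuclei and not in cardiomyocytes (log2 2.78, edgeR adjusted p = 0.512). Nppa counts per count of the cardiomyocyte genes Myl2, Tnni3, Actc1 and Mb differed at most 1.44-fold between the fibroblast, endothelial, mural and myeloid classes of both LV apex libraries, so free cardiomyocyte RNA is a candidate source. Whole cardiomyocyte nuclei were argued against in the LV apex libraries. In both, Nppa per count of Ryr2, an RNA kept in nuclei, was at least 14.5 times that in cardiomyocytes. Expression by endothelial nuclei was argued against as well, since in both LV apex libraries their ratio to the reference genes was at most 0.99 times that of the other 3 classes. In the RV library of mouse 35 the ratio was 3.29 per 100 reference counts in mural nuclei, 0.952 in fibroblasts, 0.557 in endothelial and 0 in myeloid nuclei (14, 11, 4 and 0 Nppa counts), a spread beyond 2-fold that free RNA of 1 composition does not give by itself, and a difference in free RNA between regions or mice stays open.

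In fibroblasts 113 genes were called between the LV apex and the RV. In clusters 4 and 6 the called genes kept 91.4% of their median fold change. This argues against a shift to or from the other clusters as the whole cause. The genes were chosen partly in these same nuclei, which favours a kept fold change. Cluster 4 held 45.3% and 50.4% of LV apex fibroblasts against 19.2% and 32.9% in the RV. Cluster 6 held 31.9% and 25.4% against 25.6% and 19.25%. A shift between clusters 4 and 6 therefore stays open. RNA from other cell types cannot be told apart from fibroblast expression for at least 11.5% of the called genes, which stood at under 10% of their level in another class. The rule did not flag Nppa, for which free cardiomyocyte RNA is a candidate source, so it does not clear the other called genes. Of the 100 genes that differed most between mice 1898 and 35, 80.0% kept their direction within mouse 1897 (95% interval 70.8 to 87.3). Because this interval reaches below the bound of 75% and mouse 1897 gave 1 library per region, differences between mice stay open, as does the region itself, which was not tested apart from them.

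Interferon response genes were higher in the LV apex by camera in cardiomyocyte, endothelial, mural, myeloid and endocardial nuclei, calls that were lost with an estimated correlation (adjusted p = 0.571, 0.882, 0.475, 0.756 and 0.637). In endothelial nuclei the median log2 fold change within mouse 1897 was 0.10, 8.5% of that between mice 1898 and 35 (1.23), so the endothelial pattern may come from the LV apex library of mouse 1898. In cardiomyocytes the median was 0.72 within mouse 1897 and 0.45 between mice 1898 and 35. Without a cluster of 35 cardiomyocyte nuclei of high interferon response the cardiomyocyte median was 55.7% of its size over the 19 members still tested against all 23 (0.33 against 0.59, camera adjusted p = 0.0341 at the preset correlation), and 67.1% over the same 19, which leaves open whether these few nuclei account for it. An interferon response of mouse 1898, endothelial RNA in cardiomyocytes and a difference between regions stay open and were not tested.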

How the results depend on the processing

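The fits by limma voom, the naming of clusters like pairs of nuclei, the fit on common clusters and the rule on RNA from other classes were chosen after seeing the data. The differences in shares of nuclei kept their direction in 60 of 60 comparisons with other settings and in 36 of 40 with a library left out. The exceptions ranged from -8.371 to 0.063 percentage points for cardiomyocytes, -0.183 to 0.006 for lymphatic endothelial and -1.298 to 2.216 for myeloid nuclei. Most other settings reused the same nuclei. The halved and doubled resolutions kept the name of 99.3% and 99.73% of nuclei, so they could hardly turn a share. Named genes kept their direction and their side of the threshold in 1142 of 1263 comparisons with other settings, while 116 lost their call, 4 gained one and 1 reversed. With a library left out 476 of 568 did, 81 lost their call and 11 gained one. Tmem108 in fibroblasts turned to -0.495 (edgeR adjusted p = 0.418) with the clusters like pairs of nuclei named.

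Counts of called genes moved by less than 1.5 times in 34 of 52 comparisons with other settings. Without a filter on low counts edgeR called 901 cardiomyocyte, 377 fibroblast, 95 endothelial, 46 mural and 92 myeloid genes. DESeq2 called 404 cardiomyocyte, 13 endothelial and 10 mural genes. With mouse as a replicate block at an assumed correlation of 0.5, limma voom called 532 cardiomyocyte, 179 fibroblast, 98 endothelial and 68 mural genes, and without a block 4 myeloid genes. With each library clustered on its own 19 fibroblast and 5 myeloid genes were called, with the clusters like pairs of nuclei named 387 and 1, and in clusters 4 and 6 alone 73 fibroblast genes. With a library left out, where the lone library is assumed to vary like those of the other region, counts ranged from 91 to 1098 in cardiomyocytes, 81 to 385 in fibroblasts, 21 to 252 in endothelial, 10 to 123 in mural and 16 to 224 in myeloid nuclei. The cause was not tested for these changes. The rule on RNA from other classes left 202, 100, 28, 26 and 11 called genes in that order. It did not flag Nppa in fibroblast, endothelial or myeloid nuclei, so genes that it left may still reflect such RNA.

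At the preset correlation camera called 9, 8, 6, 5 and 6 lists in cardiomyocyte, fibroblast, endothelial, mural and myeloid nuclei. With an estimated correlation between genes it called 0 in each, so 34 of 34 lists lost their call. Unadjusted p-values were then under 0.05 for 2, 1, 0, 0 and 0 lists. The outcome was nearly fixed by the few residual degrees of freedom of 4 libraries. A call lost in this way is therefore no evidence against a list, nor that correlation between genes made the call. In the same classes fry called 0 lists in each, with 3, 1, 1, 1 and 1 at an unadjusted p under 0.05. The counts at the preset correlation with a library left out ranged from 3 to 7 in endothelial, 3 to 10 in mural and 2 to 6 in myeloid nuclei. Of the called lists 99 of 136 comparisons with a library left out kept the call, 33 lost it and 4 reversed. The latter ranged in adjusted p by camera (limma) from 2.76e-26 to 0.93 for mitochondrially encoded genes and 1.7e-68 to 0.446 for interferon response genes in endothelial nuclei. In myeloid nuclei they ranged from 0.000329 to 0.949 for mitochondrially encoded and 2.83e-12 to 0.904 for antigen presentation genes. The cause was not tested. The median, the mean and the camera test differed in sign in 5, 5, 6, 5 and 4 lists of the 5 classes, none of them called.

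No paired analysis was possible because the regions share 1 mouse, and the planned estimate of the correlation between its libraries gave no value. The 4 planned results on AAV transcripts were not run, namely the share of AAV-positive cardiomyocytes by region, that share against other classes, gene expression by AAV status and its interaction with region. Of simulated 2-fold changes 29% were recovered in myeloid, 65.2% in fibroblast and 56.2% in cardiomyocyte nuclei, and the part of depth in this was not tested.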

Other observations

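The cell cycle list was chosen after the myeloid results had been seen. Cell cycle genes as a group, a list that includes Top2a, stood higher in both LV apex libraries of myeloid nuclei, a difference not tested. The 28 cell cycle genes together stood at 430 and 370 CPM in the LV apex myeloid nuclei of mice 1897 and 1898 and at 171 and 109 CPM in the RV myeloid nuclei of mice 1897 and 35. Mural nuclei went the same way, at 199 and 90.5 CPM in the LV apex and 73 and 43 CPM in the RV of the same mice. Cardiomyocytes (38.7 and 41.8 against 53.2 and 40.9 CPM), fibroblasts (69.4 and 68.4 against 68.7 and 36.9 CPM) and endothelial nuclei (123 and 259 against 139 and 214 CPM) did not. Interferon response genes stood at 3432 CPM in endothelial nuclei of the LV apex of mouse 1898 and at 1390 CPM in those of mouse 1897. The RV values were 1320 CPM in mouse 1897 and 1634 CPM in mouse 35. Myeloid nuclei gave 1950 CPM in the LV apex of mouse 1898 against 948 to 1082 CPM in the other 3 libraries, and endocardial nuclei 2116 against 728 to 961 CPM. Cardiomyocytes stood far lower, at 139 and 130 CPM in the LV apex and 91.4 and 126 CPM in the RV.

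Slit3 and Nedd9, an adaptor of focal adhesions, were called in the same direction in cardiomyocytes, fibroblasts and endothelial nuclei. Cardiomyocytes and fibroblasts shared 6 called genes of the same direction, where chance gives 0.69, namely Acaa2, Ccbe1, Kcnd2, Nedd9, Prune2 and Slit3. Another 3 were called in both classes in opposite directions. The fibroblast call of Acaa2 (edgeR adjusted p = 0.0455) was lost with DESeq2 (0.112) and limma voom without a block (0.0532). With each library clustered on its own, edgeR lost the fibroblast calls of Acaa2 (adjusted p = 0.217) and Kcnd2 (0.345). Fibroblasts and endothelial nuclei shared 5 (Apoe, Nedd9, Nppa, Slit3 and Zbtb7c), where chance gives 0.09. The classes come from the same libraries, so these are not independent observations. At under 10% of their level in another class stood Ccbe1 and Nedd9 in cardiomyocytes, Kcnd2 and Prune2 in fibroblasts, and Slit3 and Zbtb7c in endothelial nuclei, so RNA from other classes is not excluded for them. Genes of AAV entry and trafficking were not called as a list in cardiomyocytes (camera of limma, adjusted p = 0.817), fibroblasts (0.81), endothelial (0.795), mural (0.668) or myeloid nuclei (0.76).

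Of the 100 genes that differed most between the LV apex of mouse 1898 and the RV of mouse 35, the share that kept its direction within mouse 1897 was 92.0% in cardiomyocytes (95% interval 84.8 to 96.5) and 68.0% in endothelial nuclei (57.9 to 77.0). It was 62.0% in mural nuclei (51.7 to 71.5) and 55.0% in myeloid nuclei (44.7 to 65.0). The myeloid interval includes 50%, which differences between mice alone or counting noise could each give. Sums were smaller in these classes than in cardiomyocytes, so the shares cannot rank the classes by differences between mice. The intervals also treat the 100 genes as independent.

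Cardiomyocyte-like nuclei made up 33.8% and 30.7% of all kept Hoechst-sorted nuclei in the LV apex of mice 1897 and 1898 and 40.6% and 32.2% in the RV of mice 1897 and 35. The share quoted from the study is of all cardiac cells, a different denominator.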
